A study of Mus musculus with 20 samples.

How the data were processed

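RNA was measured by sequencing in 20 libraries of mouse hindlimb muscle. All mice carried a floxed Bmal1 gene (listed in the files under its earlier symbol Arntl) and a muscle-specific Cre recombinase that can be switched on in the adult. Per the labels, mice received vehicle or were made muscle Bmal1 knockouts, and either stayed sedentary or trained on a treadmill for 6 weeks, which gives 4 groups of 5 libraries. The labels disagree on 2 points. The sample source and the series design name the gastrocnemius while another field names the tibialis anterior, so the tissue is called hindlimb muscle here. The labels give collection 48 hours post, and the series design gives 47 hours after the last bout.

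RNA was extracted with Trizol and a silica column kit and libraries were made with an Illumina kit, per the labels. The aligner, the quantification program, the genome build, the annotation and the strandedness are not stated. The deposited values are estimated counts per gene, although they carry the name of another unit. The columns sum to between 10610333 and 19153527, whereas values in CPM (counts scaled to a common library total) would sum to the same total in each library. Of the values, 72.0% are whole numbers. No gene sums to under 10 over the 20 libraries, which is what a filter on low counts before deposition would give. The table holds 21844 genes, each with an identifier and a symbol, and 24 symbols stand on more than 1 row. The gene identifiers were compared with the GENCODE M21 annotation of the mouse genome, in which 70 of them were missing. Because the authors' build is not stated, no coordinates are given, and M21 was used only for transcript length, GC content, gene type and overlaps. Counts of genes that overlap another gene, or share sequence with a copy, are uncertain because strandedness is not stated.

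The estimated counts were rounded to whole numbers. Before any comparison, all 190 pairs of libraries were checked for sampling noise. For each pair, the squared difference of each gene was divided by its Poisson expectation, and the median was taken in bins of the summed count, on the scale of the chi-square distribution. Pairs whose noise at 1000 to 10000 counts was less than 1.5 times their own noise at 10 to 100 counts were counted as 1 sample. The limit of 1.5 was set after the values had been seen. It was met by 2 pairs, knockout-trained libraries 1 and 4 and knockout-trained libraries 3 and 5, which were summed for the tests and averaged for means. The knockout-trained group therefore has n = 3, and 18 samples entered the fits.

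Genes with a CPM of at least 1 in at least 5 of the 20 libraries were tested, which kept 14359 genes. The design fixed before the data were examined assumed values in CPM and named limma on log2(CPM + 1). Since the values are estimated counts, the test used was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on rounded counts with TMM scaling, a model of 4 group means and no other term. All tests were two-sided, with Benjamini-Hochberg adjustment over the tested genes within each contrast and a threshold of 0.05. The 5 contrasts were the knockout effect in sedentary muscle, the knockout effect in trained muscle, the training effect in vehicle muscle, the training effect in knockout muscle and their interaction. Standard errors of log2 changes were derived from the change and its F statistic. Expression of the targeted gene was compared with an exact permutation test of log2(CPM + 1).

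Genes were named by a rule fixed before the data were examined. It allows the targeted gene and a list of core clock genes, and for each contrast the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05 and, in the pairwise contrasts, no overlap between the groups' values. The clock list has 20 symbols, of which 19 were tested, since the targeted gene is listed under both of its symbols. Also fixed beforehand were 8 muscle gene sets (nuclear oxidative phosphorylation, mitochondrially encoded, slow contractile, fast contractile, glycolysis, fatty acid oxidation, collagen and matrix, and BMAL1-linked metabolism) and 6 marker lists of other cell types (blood, adipocyte, Schwann cell, endothelial, macrophage and satellite cell). Sets were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with adjustment over all 40 tests, and again with the correlation estimated from the data and with fry.

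The test was run on simulated counts with the means, dispersions and library sizes of the real samples and 200 genes changed by known folds among 14359. It recovered 157 of the 200 in the sedentary comparison with 6 calls among unchanged genes, and 140 in the trained comparison with 9 such calls. No training or interaction effect and no outlying library were simulated, so recovery in the training and interaction contrasts is not known. For the comparison of 2 contrasts that share the knockout sedentary samples, 10 data sets were simulated with no effect and 10 with the fitted knockout effects and no training effect in knockout muscle.

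Alternatives planned before the data were examined were other pseudocounts, filters, scalings, a fit with only the groups of a contrast, a replicate block, sample quality weights, DESeq2 (version 1.42.0) and leaving out each sample in turn. Chosen after the data had been seen were taking the 20 libraries as separate and quality weights computed gene by gene. Also chosen then were offsets that remove each sample's trend with transcript length or GC content. So was leaving out vehicle-trained library 2 from contrasts that do not use its group. Limma on log2(CPM + 1), the test named in the design, became an alternative after the data had been seen, when edgeR replaced it. Python 3.11.15 with matplotlib 3.10.9 drew the figures. Counts come from sequenced fragments and not from counted molecules, so the totals describe counting error only.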

Results

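The study measured messenger RNA in skeletal muscle of mice with or without the clock transcription factor BMAL1 in muscle, either sedentary or trained on a treadmill over 6 weeks. Its comparisons ask what loss of muscle BMAL1 changes, what training changes, and whether the training response depends on genotype. There were 5 libraries in each of 4 groups. Total estimated counts lay between 12929215 and 19153527 in the vehicle sedentary group and between 11506037 and 18969645 in the knockout sedentary group. They lay between 13905274 and 17564810 in the vehicle trained group and between 10610333 and 13079961 in the knockout trained group.

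The libraries labelled knockout trained were not 5 independent samples by their counts. Libraries 1 and 4 of this group, and libraries 3 and 5, differed at high counts by at most 1.25 times the noise that the same pair showed at low counts, and each pair was counted as 1 sample. For genes with 1000 to 10000 summed counts, the median squared difference was 2.33 times the Poisson expectation between libraries 1 and 4, and 1.75 times between libraries 3 and 5. Among the other 188 pairs of libraries, the lowest such value was 5.39. No 2 columns were identical. The knockout trained group therefore has n = 3 below.

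**Figure D1:**
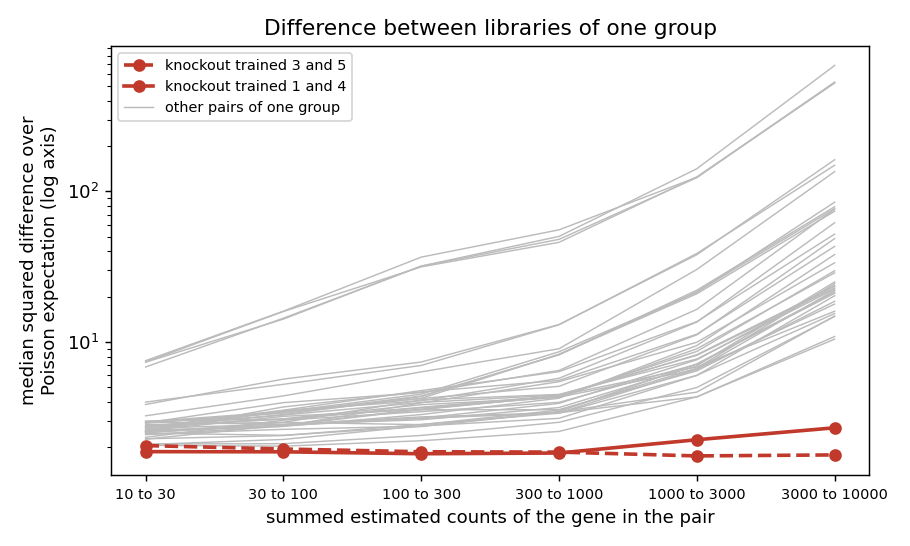
Median squared difference between 2 libraries of one group, divided by the Poisson expectation (log axis), against the summed estimated counts of the gene. Red lines are knockout-trained libraries 1 and 4 and libraries 3 and 5, which stay under 2.7 in each bin, and grey lines are the other pairs within a group, which rise with the count.

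One library stood far from its group. Vehicle-trained library 2 had 4946 of 14359 genes more than 2-fold from the mean of the other libraries of its group. The largest number for any of the other 17 samples was 1178, and their median was 416. The first principal component, with 37.4% of the variance, scored this library at 142.6, and no other sample above 4.52. It stayed in the fits, and the counts of genes without it are given below.

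The targeted gene was examined first. Arntl (Bmal1, ENSMUSG00000055116) was not lower in the libraries labelled knockout. It was measured at 6.79 ± 0.890 CPM (SD, n = 5) in vehicle sedentary libraries and at 13.2 ± 3.28 CPM (SD, n = 5) in those labelled knockout sedentary. All 5 values of the latter were above all 5 of the former (exact permutation test, two-sided, p = 0.00794, the smallest this design allows). In trained muscle it was 31.6 ± 56.3 CPM (SD, n = 5) in vehicle libraries and 10.9 ± 4.45 CPM (SD, n = 3) in those labelled knockout (exact permutation test, two-sided, p = 1). The vehicle mean rests on library 2 with 132.3 CPM, while the other 4 vehicle trained libraries lay between 6.32 and 6.68 CPM. Without library 2 the difference of log2(CPM + 1) was 0.62 with the knockout samples higher (exact permutation test, two-sided, p = 0.0286). Gene-level counts therefore did not identify the knockout by a loss of this transcript, and directions below are drawn from the labels.

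**Figure D2:**
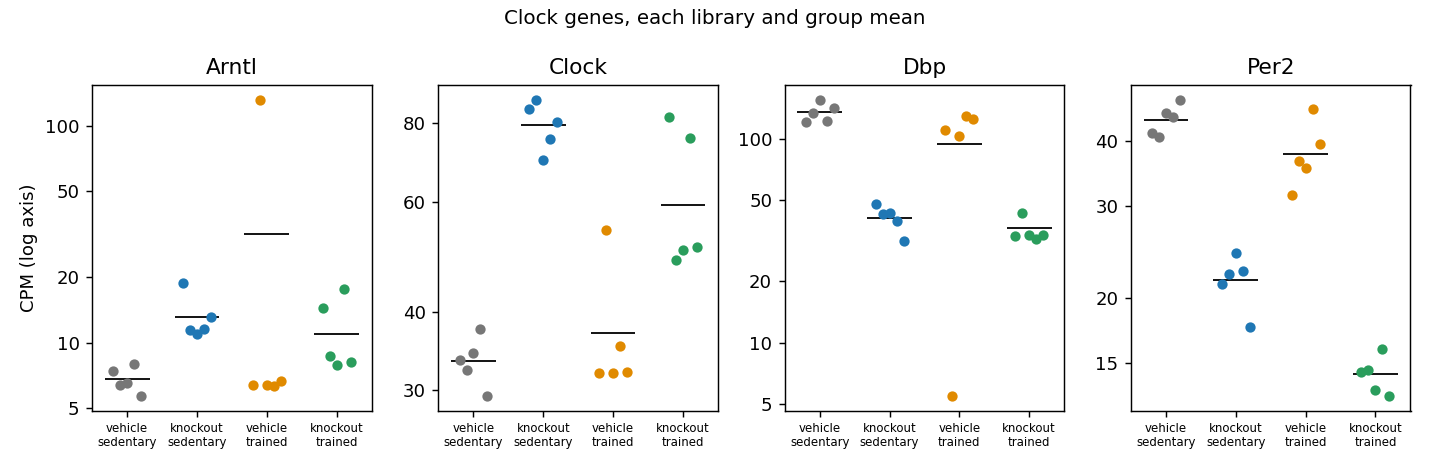
CPM (log axis) of Arntl, Clock, Dbp and Per2 in each of the 20 libraries (points, ordered by library number within each group), with the group mean as a line, in which each near-identical pair counts once. Vehicle-trained library 2 lies at 132.3 CPM for Arntl and at 5.48 CPM for Dbp, apart from the other libraries of its group.

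In sedentary muscle, 334 of 14359 genes differed between libraries labelled knockout and vehicle (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of these, 146 were higher and 188 lower in the libraries labelled knockout. This balance turned under limma with a pseudocount of 1 or 0.1 and under both kinds of quality weights. It did not turn under limma with quantile normalization (174 higher, 227 lower). The values of the 2 groups did not overlap for 324 of the 334. Over all tested genes 9.39% did not overlap, against the 0.794% that chance gives for 5 against 5. Among the alternatives, the REML sample quality weights moved the count most, to 1529 genes, a fit that did not converge. Without vehicle-trained library 2, which is in neither of the 2 groups compared, the count was 1002 genes, with all 334 among them.

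The largest rises in sedentary muscle were those of the long noncoding RNA gene Gm40841, Prss55, Krt18, Sln and Npas2, with log2 changes from 3.05 to 4.50. Prss55 (ENSMUSG00000034623), a serine protease gene, was at 0.487 ± 0.212 CPM in vehicle sedentary and 9.33 ± 1.04 CPM in knockout sedentary libraries (SD, n = 5 each), a log2 change of 4.19 with SE 0.351 (edgeR adjusted p = 1.4e-06). Sln (ENSMUSG00000042045), which encodes sarcolipin, rose from 3.05 ± 0.789 to 31.3 ± 22.6 CPM (SD, n = 5 each), a log2 change of 3.29 with SE 0.510 (edgeR adjusted p = 0.000910). The largest falls were those of the noncoding genes Gm10032 and Gm5420 and of Muc4, Themis3 and Smpdl3b. Gm10032 (ENSMUSG00000057913) was at 3.51 ± 0.642 CPM in vehicle sedentary libraries, and no knockout sedentary library had more than 3 counts, so it was at least 16.6-fold lower. Smpdl3b (ENSMUSG00000028885) fell from 4.80 ± 0.713 to 0.503 ± 0.190 CPM (SD, n = 5 each), a log2 change of -3.33 with SE 0.380 (edgeR adjusted p = 3.87e-05). Apart from Sln, the group means of these 10 genes in sedentary muscle were at most 9.33 CPM.

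In trained muscle, 473 genes differed between libraries labelled knockout and vehicle (edgeR, same threshold), 286 higher and 187 lower, a balance that turned under both kinds of quality weights and under limma with a pseudocount of 0.1. The values of the 2 groups did not overlap for 419 of the 473. Over all tested genes 7.97% did not overlap, against 3.57% by chance for 5 against 3. This count depended on single samples. It was 1244 genes without vehicle-trained library 2, with all 473 among them, and 177 without the knockout-trained pair 3 and 5. Of the 56 splits of the 8 samples into 5 and 3, 5 gave at least as many genes, the real one included. With the 20 libraries taken as separate it was 1225, and with only the vehicle trained and knockout trained groups in the fit it was 20. The largest rises were those of Lgr6, Prss55, Gm40841, Unc13c and Gm42971. Lgr6 (ENSMUSG00000042793) was at 0.226 ± 0.195 CPM (SD, n = 5) in vehicle trained and 4.62 ± 0.911 CPM (SD, n = 3) in knockout trained samples, a log2 change of 4.39 with SE 0.483 (edgeR adjusted p = 4.21e-05). Gm42971 and Unc13c overlap other annotated genes, so their counts are uncertain. The largest falls were those of Gm10032, Gm20597, Gm45218, Opn1mw and Gm5420, for each of which no knockout trained library had more than 3 counts. Against that floor Gm10032 was at least 12.8-fold lower, Opn1mw at least 6.81-fold and Gm5420 at least 4.55-fold. The bounds were lowest for Gm20597, at least 3.55-fold, and Gm45218, at least 3.26-fold.

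The 2 knockout comparisons share no samples. They had 188 genes in common, all changed in the same direction. Across the 14359 genes, which are not independent replicates, the log2 changes had a Pearson r of 0.377 and a Spearman rho of 0.196. Across the 334 genes of the sedentary comparison r was 0.922, and 324 of them moved the same way in trained muscle. The r over all genes was lowest, at 0.129, with no filter on low counts.

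**Figure D3:**
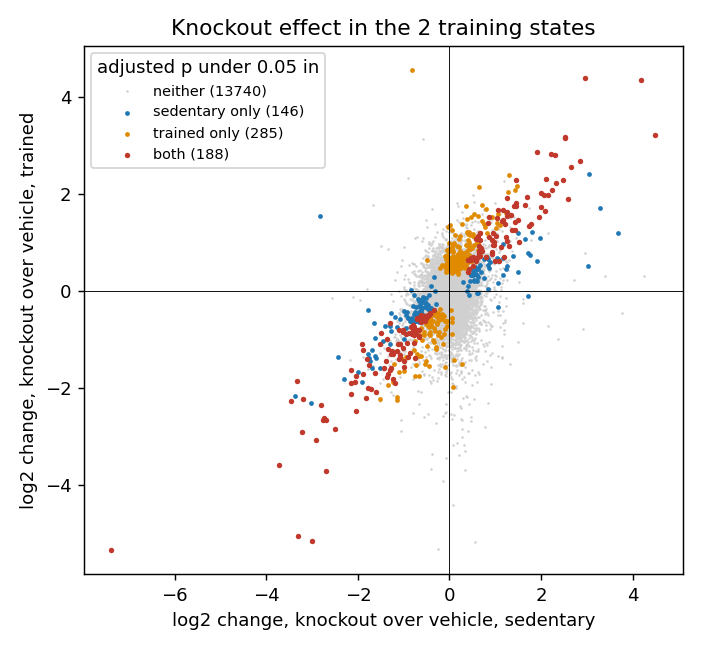
Log2 change of each of 14359 genes between libraries labelled knockout and vehicle, in sedentary muscle (horizontal axis) and in trained muscle (vertical axis). Colours mark an adjusted p under 0.05 in both comparisons (188 genes), in one of them, or in neither, and the 188 lie in the quadrants where both changes have the same sign.

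Of the 19 core clock genes tested, 8 differed in sedentary muscle after adjustment over all genes, 2 higher and 6 lower in the libraries labelled knockout. Adjusted over the list alone, 9 did. Clock and Npas2 were higher, and Per2, Nr1d2, Dbp, Tef, Ciart and Bhlhe40 were lower. Clock rose from 33.4 ± 3.00 to 79.5 ± 6.98 CPM (SD, n = 5 each), a log2 change of 1.20 with SE 0.158 (edgeR adjusted p = 0.000166). Per2 fell from 44.0 ± 3.00 to 21.6 ± 2.54 CPM (SD, n = 5 each), a log2 change of -1.09 with SE 0.104 (edgeR adjusted p = 4.64e-06). Dbp fell from 134.4 ± 14.5 to 40.96 ± 6.04 CPM (SD, n = 5 each), a log2 change of -1.77 with SE 0.447 (edgeR adjusted p = 0.0415). Its call was lost in 14 of the alternatives, although its values did not overlap between the groups. In trained muscle 6 of the 19 differed after adjustment over all genes, Clock higher and Per2, Nr1d2, Rora, Tef and Bhlhe40 lower, and 12 did adjusted over the list alone. Without vehicle-trained library 2, 16 of the 19 differed in each training state after adjustment over all genes.

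No gene differed between trained and sedentary vehicle muscle after adjustment (edgeR, 0 of 14359 genes, smallest adjusted p = 0.272), and 2186 genes had an unadjusted p under 0.05. No gene differed between trained and sedentary muscle labelled knockout either (smallest adjusted p = 0.0957), with 1394 genes at an unadjusted p under 0.05 (2516 without vehicle-trained library 2). Without vehicle-trained library 2 this second count was 121 genes, 100 of them higher after training. Without the near-identical pair 1 and 4 it was 397, and it was 49 with the 20 libraries taken as separate. None of the 19 clock genes changed with training after adjustment over all genes. Adjusted over the list alone, Per2 fell in knockout muscle, with a log2 change of -0.46 and SE 0.122 (adjusted p over the list = 0.0281). No gene passed for the interaction (smallest adjusted p = 0.604), with 1076 genes at an unadjusted p under 0.05 (1643 without vehicle-trained library 2, where 0 passed too), so this test showed no gene to respond to training differently by genotype. DESeq2 called 26 genes for the interaction, and limma with weights gene by gene 1328.

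**Figure D4:**
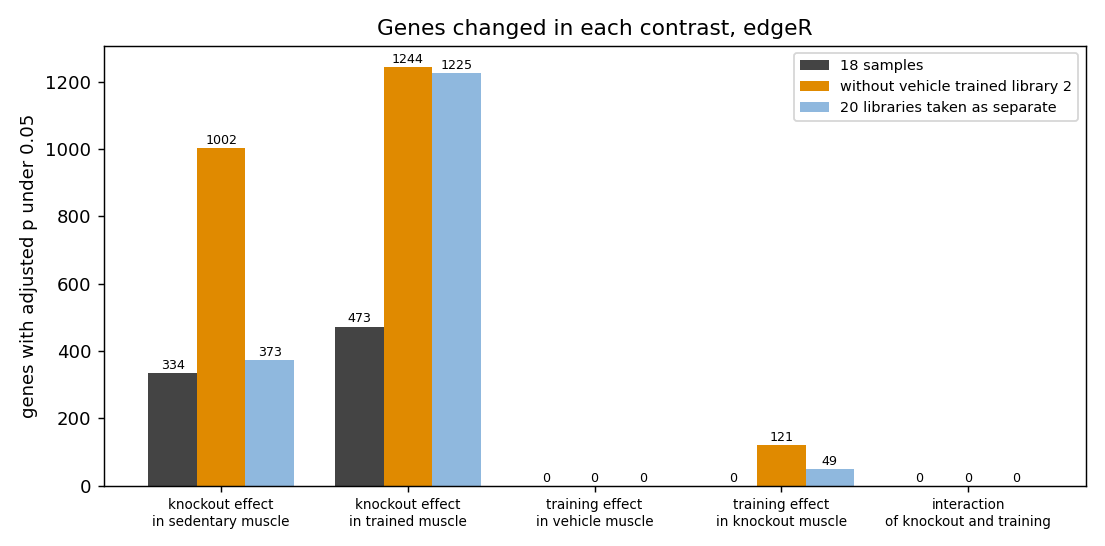
Number of genes with an adjusted p under 0.05 (edgeR) in each of the 5 contrasts, for the 18 samples, for the fit without vehicle-trained library 2, and for the 20 libraries taken as separate. The knockout effect in trained muscle has 473, 1244 and 1225 genes, and the training effect in vehicle muscle and the interaction have 0 in all 3 fits.

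The training effects in the 2 genotypes, which share no samples, had a Pearson r of 0.205 and a Spearman rho of 0.164 across genes. Without knockout-trained library 2 this r was -0.031. Whether training moved knockout muscle towards vehicle muscle was examined through the correlation of the training effect in knockout muscle with the knockout effect at rest. It was r = -0.194 across all genes. The 2 contrasts share the knockout sedentary samples, so a negative value arises by chance. Simulated data with no effect at all gave a mean r of -0.432 (range -0.454 to -0.410). Data with the fitted knockout effects and no training effect gave -0.266 (range -0.274 to -0.251). The observed -0.194 was less negative than either range. Across the 334 genes of the knockout effect at rest r was -0.198. In the latter simulations r across the same 334 genes had a mean of -0.057 and ranged from -0.210 to 0.157. Across the genes past the threshold in each simulated data set instead (628.3 on average, not the same genes), it had a mean of -0.337 and ranged from -0.413 to -0.193. The observed -0.198 lay inside the last 2 ranges, near the lower end of the range for the same 334 genes and the upper end of the other. Across all genes the observed value was less negative than the simulated ones. The simulated data used the same dispersion of a gene in all groups, estimated with vehicle-trained library 2 included. With the fitted knockout effects they gave 628.3 genes on average, against 334 observed. They are therefore not matched to the real data, and a move towards vehicle muscle was neither shown nor ruled out.

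Of 40 gene set tests (8 sets in 5 contrasts), 25 had an adjusted p under 0.05 with camera at its preset correlation of 0.01. The correlation between members estimated from these data was far higher, from 0.0437 to 0.676 by set and contrast. With the estimated correlation 0 of the 40 passed, and the smallest adjusted p was 0.06. With fry 4 of the 25 held. The 4 were BMAL1-linked metabolism in the sedentary knockout effect (lower, 8 of 15 members), nuclear oxidative phosphorylation and fatty acid oxidation in the trained knockout effect (higher, 73 of 73 and 21 of 24 members), and nuclear oxidative phosphorylation in the training effect in knockout muscle (higher, 73 of 73 members). Without vehicle-trained library 2, camera at its preset correlation gave 6 sets in place of 4 for the trained knockout effect and 3 in place of 2 for the sedentary one. The median log2 change of the nuclear oxidative phosphorylation genes was 0.62 in the training effect in knockout muscle (camera adjusted p = 1.01e-68, fry adjusted p = 0.00864, estimated correlation adjusted p = 0.06). It was 0.51 in the trained knockout effect, where 24 of the 73 genes passed singly. Their mean log2 CPM was 7.88, 8.48 and 8.40 in the 3 knockout trained samples and at most 7.73 in the knockout sedentary samples. In the vehicle trained libraries it was between 7.53 and 8.14, with library 1 at 8.14 above the lowest knockout trained sample, so the trained groups overlapped.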

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

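Apart from the counts of splits for the 5 contrasts with all samples, each test in this part was chosen after the result it bears on, or a related value, had been seen. The groups of 5 libraries were tested for a sample far from the other 4 on 27 measures (81 groups), and 14 had one, against 4.05 by chance. Of these 14, 8 were vehicle-trained library 2.

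Vehicle-trained library 2 lay far from the other 4 of its group in Arntl (132.3 CPM), Clock (53.97 CPM), Npas2 (2.114 CPM), Dbp (5.483 CPM), Ciart (11.89 CPM), Bhlhe40 (307.6 CPM), Rora (538.4 CPM) and the first principal component (142.6). Several technical explanations are argued against. Its total was not extreme, with 13 of the other 19 libraries lower. Transcript length explained 0.459% of the variance of its deviations. A lower share of muscle fibres would raise the markers of all other cell types, but these moved apart, with median log2 deviations of -1.93 for adipocyte, -0.77 for satellite cell, -0.61 for blood, 0.10 for endothelial, 0.36 for Schwann cell and 0.95 for macrophage markers. The most abundant blood, adipocyte and macrophage genes were Hbb-bs at 318 CPM against 774 in the other 4, Fabp4 at 128 against 305 and Lyz2 at 177 against 129. A knockout animal under a vehicle label is argued against by a single gene. All 5 vehicle trained libraries had at least 2.30 CPM of Gm10032, which was at most 0.229 CPM in knockout trained samples. The slope of this library's deviations on the knockout effect was 0.456 with r = 0.303. Samples labelled knockout had slopes from 0.853 to 1.07, and none of the other vehicle libraries exceeded 0.0463. The genes and the knockout effect were taken from those samples without this library, so high slopes in the former and low slopes in the latter were built in. The 0.456 lies between them, and this comparison does not decide the question.

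Added RNA from macrophages would lower all other genes by 1 common factor. It is argued against for the genes that fell, since 2927 were over 2-fold lower (at most 709 in any other sample) while fast contractile genes had a median log2 deviation of -0.53 and nuclear oxidative phosphorylation genes -0.10. For the genes that rose, macrophages like those already present would raise no gene by more than their own markers, whose median was 0.9522. In this library 2019 genes were over 2-fold higher, and the 18 stress and atrophy genes described next had a median of 2.58. This argues against added macrophage RNA for that list. It stays open for smaller rises and for macrophages unlike those already present. A state of the animal and a different time of collection stay open too. A list of 18 stress and atrophy genes, written after other such genes had been seen in this library, had a median log2 deviation of 2.58, above 100% of 10000 random lists matched on expression, whose median was 0.12. A candidate explanation is therefore an animal that was ill, fasted or otherwise stressed, as a hypothesis only. For a different time of day, 11 of 14 clock genes, chosen from the 19 after values had been seen, moved as in the opposite phase, but Nr1d1 (log2 deviation 2.24), Ciart (1.60) and Per2 (0.06) did not. Clock genes outside those 14 rose as well, among them Per1 (318 CPM against 33.7 to 71.2 in the other 4), Cry2 (777 against 55.4 to 66.6) and Bhlhe40, so the 11 overstate the match. The last 2 cannot be told apart, because the state of an animal may itself move clock genes and the labels give the same collection time for all libraries.

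Arntl in knockout-sedentary library 1 (18.87 CPM) lay far above the other 4 of its group. Without this library the difference of log2(CPM + 1) between the sedentary groups was 0.72, with the knockout libraries still higher. Swapped labels, as the reason why Arntl was not lower in libraries labelled knockout, are argued against in sedentary muscle. There 10 of 10 listed BMAL1 target genes were lower in libraries labelled knockout, with a median log2 change of -1.05, and 5 of the 10 passed singly. The list was not tested in trained muscle. One open explanation for the Arntl counts is that transcripts without the floxed exon were still counted for the gene. The log2 change of 0.91 (edgeR adjusted p = 0.886) cannot decide it, because gene-level counts do not show exons.

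The other single libraries far from their group were Npas2 in knockout-sedentary library 3 (1.801 CPM), Gm40841 in knockout-sedentary library 1 (6.906 CPM), Gm10032 in knockout-sedentary library 5 (0.06774 CPM, 1 count where the other 4 had 0), Gm5420 in vehicle-trained library 1 (1.726 CPM) and Opn1mw in knockout-sedentary library 1 (0.3163 CPM). Together with Arntl in knockout-sedentary library 1 these are 6, where 4.05 were expected by chance over all 81 groups. No biological explanation was tested for them.

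For 7 of the 8 gene sets, camera at its preset correlation found a training effect that differed by genotype (the interaction). The median log2 differences were 0.50 for nuclear oxidative phosphorylation (0.4964), 0.1848 for mitochondrially encoded genes, 0.8868 for slow contractile, 0.3411 for fast contractile, 0.2827 for glycolysis, 0.4892 for fatty acid oxidation and -0.6688 for collagen and matrix genes. None of the 7 held with the correlation estimated from the data (smallest adjusted p = 0.192) or with fry (smallest adjusted p = 0.0532). Genes within a set moved together from sample to sample, so the preset value of 0.01 overstates what the sets show. No gene passed singly, with 1076 at an unadjusted p under 0.05. Of 100 splits that shuffled the genotype labels within each training state, 45 gave as many, the real one included. Such splits also mix the knockout effect into the groups, so they give no chance level for the interaction. DESeq2 called 26 genes for the interaction and limma with weights gene by gene 1328, so whether single genes differ depends on the test, and the set differences are not shown by the 2 stricter set tests.

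The rise of the nuclear oxidative phosphorylation genes in knockout trained samples was weighed against technical explanations. These transcripts are short (median length 710 bases, against 2042 for all genes), and knockout-trained library 2 and the pair 3 and 5 had the steepest trends with length of the samples (slopes -0.162 and -0.117), followed by vehicle-trained library 1 (-0.112), which was also the highest of its group for this set (8.14). Among 10000 random lists matched on length and expression the set median of 0.62 lay above 100% (95th percentile 0.34), and after adjustment for length it was 0.43, so length accounts for part of the rise but not all. Among lists matched on GC content it lay above 100%, and it was 0.60 after adjustment. A smaller share of cells other than fibres would lower the marker lists alike. Instead their median log2 changes in this contrast were 1.22 for adipocyte, 0.98 for blood, 0.05 for macrophage, 0.02 for endothelial, -0.02 for satellite cell and -0.05 for Schwann cell markers. A change in adipocyte or blood content itself stays open. The lowest set median without any single knockout sample was 0.51. With 3 samples, no gene past adjustment singly and an estimated correlation of 0.532, the rise may reflect a response to training in muscle labelled knockout, as a hypothesis. A preparation batch shared by the knockout-trained samples stays open, since the labels give none.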

How the results depend on the processing

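All alternatives without the words "chosen later" were set before the data were examined. Chosen later were the 20 libraries taken as separate, offsets for length or GC content, and weights gene by gene. Leaving out vehicle-trained library 2 from contrasts that do not use its group was also chosen later. Limma on log2(CPM + 1) was the test named in the design, and became an alternative once edgeR had replaced it. Unless stated otherwise, the cause of a change was not tested.

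With the 20 libraries taken as separate (chosen later), the knockout effect in trained muscle had 1225 genes against 473, with 12 clock genes against 6, and the training effect in knockout muscle had 49 against 0. The near-identical pairs then count as independent, which by construction makes the spread of that group look smaller. Library numbers did not pair the samples: mean r between samples with the same number, after removing group means, was 0.0101 over 30 pairs, and -0.00236 over 120 with different numbers. With the number as a block, fitted on the 20 libraries, the knockout effect in trained muscle had 980 genes and the other 4 contrasts 336, 0, 0 and 0 (1395, 2052, 1581 and 1454 at an unadjusted p under 0.05).

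DESeq2 gave 537, 907, 15, 198 and 26 genes for the 5 contrasts in the order knockout sedentary, knockout trained, training in vehicle, training in knockout, interaction. With only the groups of the contrast in the fit, the 2 knockout effects had 1177 and 20 genes. The first of these fits no longer holds vehicle-trained library 2, and in the second it is 1 of 8 samples.

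Sample quality weights by REML did not converge and gave the knockout-trained pair 3 and 5 a weight of 8.59e-05, whereas weights gene by gene (chosen later) gave it 5.24. With 3 samples in that group, neither is a sound basis. With REML weights the knockout effect in sedentary muscle had 1529 genes and 16 clock genes, the trained effect 12 clock genes, training in vehicle muscle 83 genes and training in knockout muscle 4 sets. The r of the 2 knockout effects was 0.475 and that of the 2 training effects 0.336. Gene by gene, the counts for the 5 contrasts in the order above were 1369, 3896, 30, 5836 and 1328 genes. The clock genes were 16, 17 and 12 in the 2 knockout effects and training in knockout muscle, and 3 in the interaction, and r of the 2 knockout effects was 0.456. The median of all genes in training in knockout muscle shifted by -0.12 under limma on log2(CPM + 1), -0.14 with a pseudocount of 0.1, -0.13 under REML weights and -0.18 gene by gene, which also shifted the interaction by -0.14. The balance of higher and lower genes turned in some fits. In sedentary muscle (146 higher, 188 lower) it was 179 and 157 under limma on log2(CPM + 1), 173 and 148 with a pseudocount of 0.1, 916 and 613 under REML weights and 809 and 560 gene by gene. In trained muscle (286 and 187) it was 209 and 212 with a pseudocount of 0.1, 202 and 328 under REML weights and 1099 and 2797 gene by gene.

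With no filter on low counts r was 0.129 for the 2 knockout effects, 0.102 for the 2 training effects and -0.367 for training in knockout muscle against the knockout effect at rest. Quantile normalization gave 0.432 for the first, 3 sets in training in knockout muscle and 4 in the interaction. Length offsets (chosen later) gave r of 0.127 for the training effects, 4 sets in training in knockout muscle, and a median of -0.00031 for nuclear oxidative phosphorylation in training in vehicle muscle, where it had been 0.18. With correlation estimated from the data, 0 sets passed in each of the 5 contrasts (smallest adjusted p 0.06). With fry 1, 2, 0, 1 and 0 passed.

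Leaving out 1 sample at a time gave 251 to 1002 genes for the knockout effect in sedentary muscle and 177 (without knockout-trained pair 3 and 5) to 1244 in trained muscle. The 1002 and 1244 are those without vehicle-trained library 2. It gave 0 to 1 for training in vehicle muscle (1 without vehicle-trained library 5), 0 to 397 for training in knockout muscle (397 without knockout-trained pair 1 and 4) and 0 to 0 for the interaction (1076 at an unadjusted p under 0.05 with all samples). Clock genes went from 7 to 16 and from 3 to 16 in the 2 knockout effects. The r of the 2 knockout effects was 0.330 to 0.501, of the 2 training effects -0.031 (reversed, without knockout-trained library 2) to 0.302, and of training in knockout muscle against the knockout effect at rest -0.244 to -0.159. The difference of Arntl in trained muscle went from -0.50 to 0.62, reversed without vehicle-trained library 2, which carries its sign.

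The other alternatives (filter at 5 CPM, pseudocount 0.1, median-ratio scaling, GC offsets) left counts of genes within 1.5-fold. Over all alternatives, named genes kept direction and side of the threshold in 724 fits and lost significance in 39. A fit that gave no adjusted p for a gene counted as kept, and fits that did not test the gene were left out. Sets, judged by the direction and adjusted p of the set test, kept both in 559 and lost significance in 83, with 1 reversed (given above).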

Other observations

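The tests in this part were chosen after the result they bear on had been seen, apart from the splits of the 5 contrasts with all samples.

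Knockout-trained libraries 1 and 4, and 3 and 5, are near-identical in their counts. The ratio of noise at high to low counts was 1.253 at most in the 2 pairs, which is what 1 RNA sample or library behind each pair would give. An unusually uniform group of animals is argued against by the other 8 pairs of this group, whose median ratio was 8.871 against 3.93 in the other 3 groups. These 8 pairs come from only 3 samples, and their ratios ran from 2.99 to 11.7. The rule for reading this test was changed after its first result had been seen, and before that change it left the question open. Whether the same RNA, the same library or a labelling error lies behind this stays open. At 1000 to 10000 summed counts, libraries 1 and 4 differed from the knockout sedentary libraries by 6.93 to 18.8 times the Poisson expectation. From knockout-trained libraries 2, 3 and 5 they differed by 27.1 to 54.1 times. Not all values placed them with sedentary muscle: Per2 was at most 15.2 CPM in all knockout trained samples and at least 17.5 CPM in knockout sedentary libraries. Whether libraries 1 and 4 are trained muscle is therefore not settled.

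Other splits of the samples into groups of the same size were refitted to see how often they gave as many genes as the real groups. For the knockout effect in sedentary muscle, 1 of 100 did (the real one). For the knockout effect in trained muscle, 5 of 56 did, and the other 4 placed vehicle-trained library 2 in the group of 3. Without that library, 2 of 35 did, and the other, with 1635 genes, joined vehicle-trained library 1, knockout-trained library 2 and the pair 3 and 5, which had the most negative length slopes of the 17 samples left. With length offsets 458 genes were past the threshold in the fit of all 18 samples, not all of them among the 473. This leaves the count in trained muscle unsettled, because the share of splits was not under 0.05 in either set. For training in vehicle muscle (2186 genes at an unadjusted p under 0.05) 7 of 100 did. For training in knockout muscle (1394) 3 of 56 did, and without vehicle-trained library 2 (121 genes at an adjusted p) 2 of 56. This last share was under 0.05. The other split behind it joined knockout-sedentary library 3, knockout-trained library 2 and the pair 3 and 5, and gave 967 genes. The 121 genes are therefore not settled either. The interaction (1076) gave 45 of 100, but its splits shuffled the genotype labels within each training state. That mixes the knockout effect into the groups, so this share does not bear on the interaction.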
